A study of Mus musculus with 8 samples.

How the data were processed

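Gene expression was measured by RNA sequencing in CD4+ T cells of C3H/HeJ mice, an inbred strain in which alopecia areata, an immune-mediated loss of hair, can be induced by grafting skin. Live cells positive for the T-cell receptor β chain and for CD4 were sorted by flow cytometry from the lymph nodes that drain the skin. Per the labels, 4 samples came from unaffected mice (UA), which were age-matched and not manipulated, and 4 from mice with alopecia areata (AA) induced by a skin graft. The sample groups and the sample numbers 1 to 4 within each group were taken from the sample titles. The AA mice were grafted and the UA mice were not, so the disease and the grafting cannot be told apart in this design. The labels give no sequencing batch, sex or age of single samples, and no comparison within batches was possible.

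Per the labels' protocols, polyadenylated RNA was used, 100 ng of RNA entered each library, and the libraries were made with a stranded Illumina TruSeq mRNA kit. The authors deposited a table of read counts per gene symbol, with 15707 genes and 8 samples, and the values were whole numbers whose totals differed between samples. The aligner, the counting program, its strand setting, the genome build and the annotation are not stated in the labels or the file header. The lowest total of any gene over the 8 samples was 31 counts, so the table held no gene with 30 or fewer, and genes below that level were not analysed here. Genes are identified by their symbols alone, as the table gives them, and no coordinates are given because the build is not stated.

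The total count per sample lay between 14207905 and 21414034. At this depth the smallest level that 3 counts can show was between 0.14 and 0.211 CPM (counts-per-million values). Such floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Every pair of samples within a group differed by more than counting error, with a chi-square per degree of freedom between 3.91 and 9.92. This check does not show whether a sample came from a single mouse or a pool, which was not known. All 8 samples were treated as separate replicates.

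Counts were analysed in R 4.3.3. Genes with enough counts were kept with the filterByExpr function of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 13531 genes and set aside 2176. Libraries were scaled by the trimmed mean of M-values (TMM), and AA was compared with UA by edgeR's quasi-likelihood test with the group as the only term. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 was the threshold. Levels are TMM-normalised CPM, given as mean ± SD. Log2 fold changes are AA over UA, with their standard errors (SE). Lists of genes for 11 T-cell states and 10 lists for other cell types or sample properties were written before the data were examined. The 11 T-cell panels were tested with camera from limma 3.58.1 on voom log2 CPM, at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 11 panels. A T-cell panel needed at least 5 tested genes for camera, while the 10 other lists were described by their medians and scores whatever their number of tested genes. The effect given for a panel is the median log2 fold change of its tested genes, and a sample's panel score is the mean of log2(CPM + 1) over them. Scores, depth and V-gene usage were compared by exact two-sided permutation tests over all 70 assignments of 4 and 4 samples, for which the smallest possible p is 0.0286. The evenness of V-gene usage was the Shannon entropy, in bits, of a sample's counts over the 22 Trbv or the 62 Trav genes of the table. Principal components were computed on log2(CPM + 1). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

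The test was checked on simulated counts for 13531 genes with the means and library sizes of the real samples, of which 200 were changed by known amounts. After the filter 13351 simulated genes remained, and 5.23% of the calls were unchanged genes. The test recovered 81.5% of the changed genes and 89.3% of those changed at least 2-fold. Simulated genes varied independently, and as many were raised as lowered. In the real comparison more genes differed, most of them higher in AA, and genes of some lists varied together. The median change of the real lower genes was also smaller than any simulated change. These rates therefore need not hold for the real comparison.

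Genes named in the text followed a rule fixed before the data were examined. It took Ifng and Tbx21 in any case, because the series concerns interferon-γ and type 1 helper (Th1) cells. It added the 8 genes with the largest increase and the 8 with the largest decrease among those past the threshold with a mean of at least 1 CPM and no overlap between the groups. It also took up to 4 genes per T-cell panel with the smallest p-values, and members of the other lists where a check of sample content needed them. A few genes that the rule selects are not reported here. Other genes named are said to have been chosen after their values were seen.

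The alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile scaling and library size in place of TMM. Others were no low-count filter, a filter at a mean of 50 counts, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, removal of the 196 genes of antigen-receptor segments, the sample number as a block, and each of the 8 samples left out in turn. The panels were run with library size, the filter at 50 counts, the block and each sample left out, and also with camera at an estimated inter-gene correlation and with the fry test. The pairing used for the block comes from the sample numbers in the titles, which recur in both groups. Offsets for GC content and transcript length, alone and with the block, were chosen after seeing the data. They used the longest transcript of each symbol in GENCODE mouse release M21, in which 96.1% of the tested genes had a match, and were centred within each library. GENCODE served for GC content and length only.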

Results

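The data were gene counts from 8 samples of sorted lymph-node CD4+ T cells, 4 from UA and 4 from AA mice. UA samples 1 to 4 held 17368132, 16399707, 14720442 and 21414034 counts, and AA samples 1 to 4 held 16829398, 15384236, 14207905 and 17696694. The mean total was 17475600 ± 2844370 counts in UA and 16029600 ± 1544230 counts in AA (SD, n = 4 each), a difference within the spread between samples (exact permutation test, two-sided, p = 0.486). The 50 genes with the most counts took 12.9% ± 0.128 of the counts in UA and 12.3% ± 0.163 in AA, a small shift without overlap between groups (exact permutation p = 0.0286, the smallest the design allows). Mitochondrial genes took 1.30% ± 0.109 in UA and 1.27% ± 0.0333 in AA, which did not differ (exact permutation p = 0.6). The first principal component, with 45.5% of the variance, placed the UA samples between -20.7 and -10.8 and the AA samples between 11.7 and 19.7.

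The comparison of AA with UA asked how the CD4+ T cells of the skin-draining nodes differ in mice with the disease. Of 13531 genes tested, 1258 differed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 988 were higher and 270 lower in AA, so that 78.5% of the differing genes were higher. The number moved most when AA sample 4 was left out, to 753 genes, and was 1620 under limma-voom with sample quality weights. A total of 456 genes differed at least 2-fold, of which 455 were higher and 1 was lower. The higher genes had a median log2 fold change of 0.95 in size and a median level of 6.98 CPM, against 0.27 and 75.0 CPM for the lower genes. The median level of all tested genes was 24.0 CPM. Among genes above that level, 270 were higher and 224 lower in AA, while below it 718 were higher and 46 lower. The 4 AA values and the 4 UA values did not overlap for 2065 genes, or 15.3% of those tested, where chance gives 2.86%. The smallest p-value belonged to Fgl2, a gene outside the naming rule and chosen after its values were seen, which rose from 8.07 ± 1.49 to 40.9 ± 7.17 CPM (log2 fold change 2.33, SE 0.14, adjusted p = 1.1e-06 in edgeR's test).

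**Figure D1:**
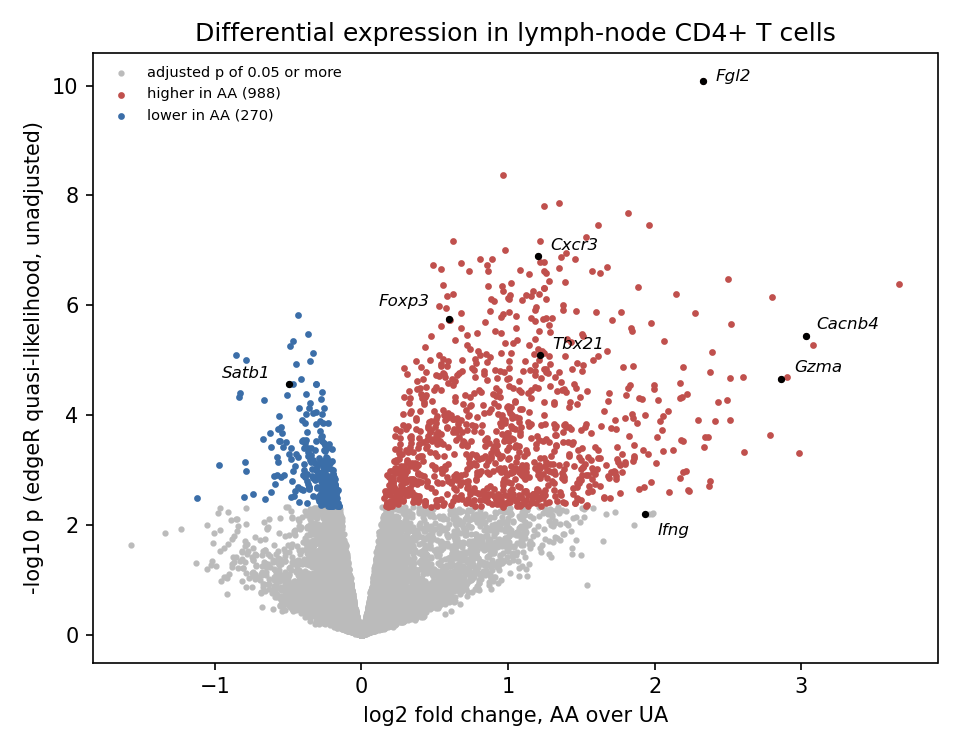
Each point is 1 of the 13531 tested genes, with the log2 fold change of AA over UA on the x axis and the negative log10 of the unadjusted edgeR p-value on the y axis. The 988 genes past the threshold and higher in AA extend to larger changes than the 270 lower genes, and Ifng lies just under the threshold.

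Ifng encodes interferon-γ, the cytokine the series title names. Its level was low, at 0.470 ± 0.479 CPM in UA and 1.95 ± 1.58 CPM in AA (SD, n = 4 each), resting on 2 to 25 counts per UA sample and 13 to 66 per AA sample. The log2 fold change was 1.93 (SE 0.61), with an unadjusted p of 0.00628 and an adjusted p of 0.0596 in edgeR's test over all genes, so the difference did not pass the threshold. Adjusted over the T-cell panel genes alone, p was 0.0107. The groups overlapped, since AA sample 1 had 0.775 CPM and UA sample 4 had 1.18 CPM, and the highest value was 4.28 CPM in AA sample 2. Leaving out UA sample 4 moved the change most, to 3.03, with an adjusted p of 0.0115 in a range of 0.0115 to 0.243 over all alternatives. With the log2 level of Cd8a, a CD8 T-cell gene, as a covariate, the log2 fold change was -0.037 (95% interval -1.31 to 1.24). Tbx21, which encodes the Th1 transcription factor T-bet, rose from 3.40 ± 0.906 to 7.92 ± 0.547 CPM (log2 fold change 1.22, SE 0.18, adjusted p = 0.000814) and was higher in 4 of 4 AA samples than in any UA sample. Its log2 fold change stayed between 1.05 and 1.35 when each sample was left out in turn, and was 0.96 (95% interval 0.37 to 1.55) with Cd8a as a covariate.

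The 11 T-cell panels addressed which T-cell states differed. The Th1 panel had a median log2 fold change of 0.72, with 12 of its 17 genes past the threshold, all higher in AA (camera adjusted p = 1.18e-10). In it, Cxcr3 rose from 16.4 ± 2.83 to 37.95 ± 6.08 CPM (log2 fold change 1.21, SE 0.13, adjusted p = 0.000108), and Il12rb1 had a log2 fold change of 0.97 (adjusted p = 0.000259). The Th1 score minus the mean of the Th2, Th17, Tfh and Treg scores did not differ between the groups (difference 0.137, exact permutation p = 0.429). Higher medians were found for cell division, at 1.01 with 14 of 15 genes past the threshold (camera adjusted p = 1.96e-15), and for the cytotoxic panel, at 1.33 with 8 of 14 (camera adjusted p = 5.27e-06), although the cytotoxic median was 0.48 with a filter at a mean of 50 counts. The regulatory T-cell (Treg) panel had a median of 0.68 with 9 of 11 genes past the threshold (camera adjusted p = 4.6e-12), and the panel of activation and inhibitory receptors a median of 0.66 with 13 of 18 (camera adjusted p = 7.84e-12). The follicular helper (Tfh), Th2 and Th17 panels had medians of 0.53, 0.47 and 0.59 (camera adjusted p = 0.00047, 0.00186 and 0.000108), the last over 5 genes. The panel of genes induced by interferon-γ rose by a median of 0.22, with 6 of 20 genes past the threshold (camera adjusted p = 6.24e-08). The naive and central memory panel fell by a median of 0.20, with 5 genes lower and 1 higher (camera adjusted p = 6.81e-05). The type I interferon panel, with a median of -0.33 and 0 of 16 genes past the threshold, did not differ (camera adjusted p = 0.12). These p-values rest on a fixed inter-gene correlation of 0.01. With the correlation estimated from the data, the 10 panels past the threshold had camera adjusted p-values between 0.0855 and 0.171 and none passed it. The fry test kept all 10, but it asks a different question. It tests whether a panel's genes changed at all, and camera whether they changed more than other genes. The exact permutation p of the panel score was 0.0286 for 9 of these 10 panels and 0.0571 for the naive and central memory panel.

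**Figure D2:**
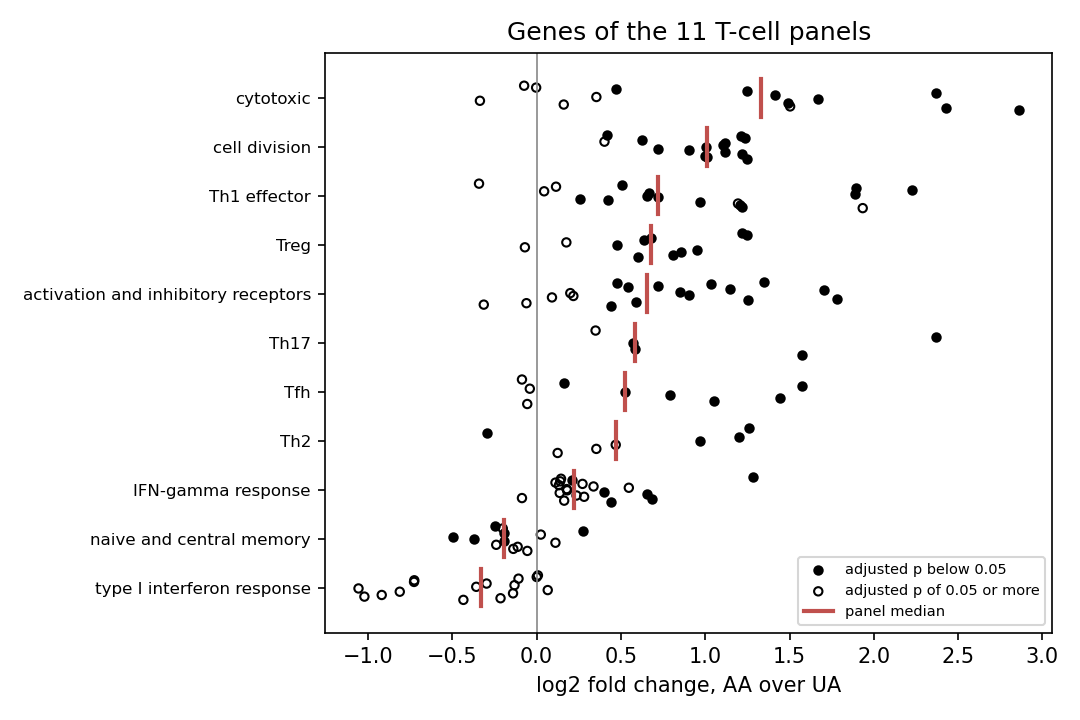
Each point is a tested gene of 1 of the 11 T-cell panels, placed by its log2 fold change of AA over UA on the x axis. Filled points have an adjusted p under 0.05 in edgeR's test and the bars are panel medians, which run from -0.33 for the type I interferon panel to 1.33 for the cytotoxic panel.

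Of 155 genes on these panels, 149 were listed in the table and 145 were tested. At the threshold over all genes 82 differed, 76 higher and 6 lower, and adjusted over the panel genes alone 104 differed. Of the genes named by the rule, Itgae rose from 83.4 ± 9.53 to 194 ± 39.3 CPM (log2 fold change 1.22, adjusted p = 9.12e-05) and Il2ra from 99.9 ± 6.95 to 175 ± 24.2 CPM (0.81, adjusted p = 0.000108). Mki67, a marker of dividing cells, rose from 45.2 ± 7.12 to 107 ± 25.8 CPM (1.25, adjusted p = 0.000151), and its change was 1.07 (95% interval 0.38 to 1.77) with the B-cell score as a covariate. Klrg1 rose from 4.10 ± 0.99 to 13.1 ± 2.66 CPM (1.67, adjusted p = 0.000108). Satb1 fell from 819 ± 75.4 to 582 ± 74.8 CPM (log2 fold change -0.49, adjusted p = 0.00166), and Il7r from 943 ± 96.1 to 728 ± 68.6 CPM (-0.37, adjusted p = 0.00619). AA sample 3 lay apart from the other AA samples for Il2ra and Satb1, at 139 and 693 CPM, nearer the UA level. Ciita, a panel gene induced by interferon-γ that B cells also express, rose from 8.71 ± 3.31 to 21.4 ± 3.54 CPM (log2 fold change 1.29, adjusted p = 0.00101 in edgeR's test), and its change was 0.25 (95% interval -0.28 to 0.78) with the B-cell score as a covariate. Il21, a Tfh panel gene chosen after its values were seen, rose from 0.974 ± 0.299 to 2.69 ± 1.31 CPM (log2 fold change 1.44, adjusted p = 0.03 in edgeR's test). Of the panel genes that did not pass the filter for testing, Il4 had 0 to 5 counts per UA sample and 3 to 11 per AA sample. Il10 had 0 to 3 and 6 to 15, Il23r 3 to 5 and 7 to 17, and Ascl2 0 to 2 and 2 to 11.

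The 8 largest increases under the naming rule were in Cacnb4, Gm49017, Scart1, Gzma, Trp73, Jcad, Ltb4r1 and Jchain, with log2 fold changes from 3.03 down to 2.51 and adjusted p-values between 0.000174 and 0.0112. All were low in UA, where their means lay between 0.285 and 0.631 CPM. Gzma, which encodes granzyme A, rose from 0.527 ± 0.367 to 4.05 ± 1.91 CPM. The largest decreases under the rule included Gm10076, Pde4d, Gramd3, Etohd2, Mrpl27-ps, Pycr1 and Dusp10, with log2 fold changes from -0.85 to -0.67 and adjusted p-values between 0.000814 and 0.0381. Gm10076 and Mrpl27-ps are uncertain, because the counting method is not stated and their reads can be shared with near-identical copies. Dusp10 fell from 132 ± 38.1 to 83.0 ± 6.79 CPM. Of the 8 fits that left out 1 sample, Etohd2 lost the threshold in 7, Pycr1 in 6 and Mrpl27-ps in 2.

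Usage of T-cell receptor V genes was compared as far as gene counts show it. The entropy over Trbv genes was 3.60 ± 0.018 bits in UA and 3.57 ± 0.0483 bits in AA, a difference of -0.0317 within the spread between samples (n = 4 each, exact permutation p = 0.257). Leaving out AA sample 2 moved it most, to -0.055. The entropy over Trav genes was 5.34 ± 0.0171 and 5.35 ± 0.0318 bits (exact permutation p = 0.743). These values rest on 4932 to 8650 Trbv counts and 3508 to 5889 Trav counts per sample. Of 18 tested Trbv genes, only Trbv12-2 passed the threshold, with a log2 fold change of -0.38 (SE 0.10, adjusted p = 0.0214). Among 52 tested Trav genes 0 passed it, and 3 had an unadjusted p under 0.05. Related V genes can share reads, so single V genes are uncertain.

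Genes of other cell types were measured as a check of the sorted samples. Cd4 was at 1502 ± 39.9 CPM in UA and 1430 ± 72.4 CPM in AA and did not differ (log2 fold change -0.07, adjusted p = 0.418). The B-cell panel rose by a median of 1.05 with 12 of 14 genes past the threshold, and its score rose from 3.72 ± 0.398 to 4.67 ± 0.196 (exact permutation p = 0.0286). The plasma-cell, myeloid, natural killer (NK) and erythroid panels rose by medians of 1.33, 0.81, 1.01 and 1.92 over 6, 18, 3 and 4 tested genes, each with an exact permutation p of 0.0286 for its score. The NK panel rested on Fcer1g and Tyrobp, which myeloid cells also express, and on Ncr1, which did not pass the threshold (adjusted p = 0.0999 in edgeR's test). Cd8a rose from 1.42 ± 1.91 to 8.10 ± 6.11 CPM (log2 fold change 2.38, adjusted p = 0.024), with overlap between the groups, and the CD8 score had an exact permutation p of 0.0571. Hbb-bs, a red-cell globin gene, rose from 8.64 ± 3.60 to 29.3 ± 6.93 CPM (1.77, adjusted p = 0.000253). Panels of stromal and of immediate early genes did not differ (exact permutation p = 0.114 and 0.371). Adjusted over the scores of all 21 panels, the p-value of 0.0286 became 0.04. With the B-cell score as a covariate, 3 of the 1258 differing genes were called again. The same fit with 20 random covariates equally correlated with the group called between 1 and 308 of them.

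**Figure D3:**
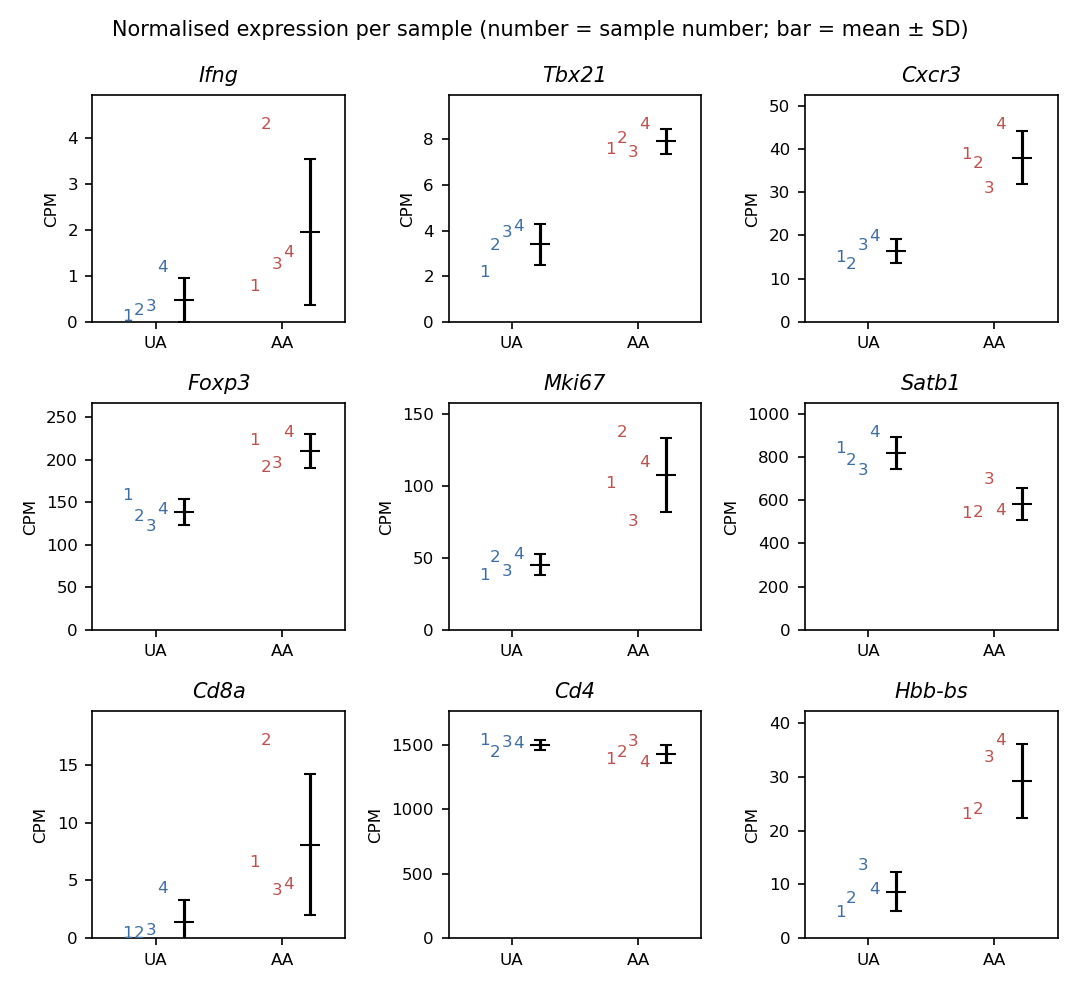
Normalised expression in CPM of 9 genes is plotted for each of the 4 UA and 4 AA samples, with the sample number as the symbol and bars for the mean ± SD. Tbx21, Cxcr3, Foxp3, Mki67, Satb1 and Hbb-bs show no overlap between the groups, while Ifng, Cd8a and Cd4 overlap, and Ifng and Cd8a are highest in AA sample 2.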

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

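The tests in this part were chosen after the results were seen. In 9 of 164 groups of 4 samples tested, over 82 genes and scores, the gap between the highest or lowest sample and its neighbour passed Dixon's 95% critical value as a fraction of the group's range, where chance gives about 8.2. The number of such groups is therefore about what chance gives, and the genes and scores involved are not independent. The gaps that follow are fractions of the range.

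UA sample 4 stood apart in 5 of them. Its Cd8a level was 4.28 CPM against 0.348 to 0.687 CPM in the other UA samples (gap 0.914). Its CD8 score was 2.96 against 1.74 to 1.80 (gap 0.949), and its cytotoxic score was 3.04 against 2.70 to 2.72 (gap 0.953). It also had more Tigit, at 20.9 against 13.6 to 14.8 CPM (gap 0.839), and less Gm10076, at 45.1 against 62.9 to 66.5 CPM (gap 0.833). UA sample 4 was the deepest library, with 21414034 counts, but after every library was thinned to the smallest total the gap for Cd8a was still 0.904, so depth did not account for it. A candidate explanation for the 3 CD8 and cytotoxic values is a larger share of CD8 T-cell reads in this sample. Within groups, the cytotoxic genes followed Cd8a with a median correlation of 0.544 across the 8 samples, above 99.99% of 10000 random lists matched on expression. This correlation includes UA sample 4 itself, and it cannot separate a few CD8 T cells from CD4+ cells that carry CD8 transcripts. No test was run for Tigit, or for Gm10076, where reads shared with similar genes remain possible. No biological explanation was tested for a single UA sample.

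AA sample 3 stood apart in 3 of them, each time nearer the UA samples. Its naive and central memory score was 8.94 against 8.80 to 8.82 in the other AA samples (gap 0.885), and Satb1 was at 693 against 537 to 550 CPM (gap 0.918). Il2ra was at 139 against 184 to 190 CPM (gap 0.878). AA sample 3 was the shallowest library, with 14207905 counts. At equal depth the gap for the naive and central memory score was 0.916, so depth did not account for it. A weaker response in this sample may be the reason, but the labels give no measure of disease for single samples and no biological explanation was tested. Chance remains for all 3.

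The remaining value was Ccnb2 in UA sample 1, at 3.94 against 4.37 to 4.40 CPM (gap 0.946). The other UA samples lay close together, and no explanation was tested.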

How the results depend on the processing

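The number of differing genes, 1258, lay between 927 and 1620 under the 11 alternatives that kept all 8 samples and from 753 to 1336 genes across the 8 fits that each left out one sample. The genes higher in AA numbered from 642 to 1019 across those 8 fits, the lower genes from 111 to 324, and the genes differing at least 2-fold from 303 to 560. Genes called both with all samples and with one left out numbered from 724 to 1075, and none of them, nor any gene shared with another alternative, changed its sign. Counts moved by more than 1.5 times in 3 alternatives with all samples. A filter at a mean of 50 counts gave 193 genes differing at least 2-fold against 456, and it leaves out low genes by construction. The lower genes numbered 437 under the DESeq2 Wald test and 431 with GC and length offsets, an alternative chosen after seeing the data, against 270, and the cause was not tested. Scaling by library size alone gave 86.1% of calls higher in AA against 78.5%. The median log2 fold change of all genes was -0.000702 with TMM and 0.0244 with library size alone, the scaling that moved it most of the 3 tried.

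With the sample number as a replicate block, 1138 genes differed beside 1258 without it, and 1063 genes were called by both. The check of the pairing found that the deviations of same-numbered samples from their group means had a mean correlation of -0.0106 (-0.0577 to 0.0530), and the animals of the groups differ, so the numbers do not appear to pair the samples. With the block, Ifng had a log2 fold change of 1.96 (adjusted p = 0.0398), and the type I interferon panel a median of -0.23 (-0.228, camera adjusted p = 0.00046, where the alternatives with all samples spanned 0.00046 to 0.76). With the block and GC and length offsets together, 1416 genes differed and Ifng was at 1.98 (adjusted p = 0.0352).

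The change of Ifng kept its direction under all alternatives that could test it, and its adjusted p crossed the threshold in several. It was 2.00 under the DESeq2 Wald test (adjusted p = 0.0135) and 2.29 (2.285) under limma-voom with quality weights (adjusted p = 0.0279), against 1.93 and 0.0596 in edgeR's quasi-likelihood test. With all samples kept, adjusted p-values ranged from 0.0135 to 0.0604. Leaving out each sample in turn gave changes from 1.22 to 3.03, with adjusted p-values from 0.0115 to 0.243. The lowest change was without AA sample 2, which held the most Ifng, and the highest without UA sample 4. Why the tests differed was not tested. Ifng rested on at most 66 counts in a sample, which limits its precision, and it did not enter the fit with a mean of 50 counts. Tbx21 kept its direction and its side of the threshold under all 19 alternatives, with changes from 1.05 to 1.35.

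The panels were run under estimated inter-gene correlation, fry, library size, the filter at 50 counts, the block and each sample left out, and not under the other alternatives. The 10 T-cell panels past the threshold kept their direction in those runs. They lost the threshold under camera with the inter-gene correlation estimated from the data, where their median changes are by construction the same, at 0.72 for Th1, 1.33 for cytotoxic, 0.47 for Th2, 0.59 for Th17, 0.53 for Tfh, 0.68 for Treg, -0.20 for naive and central memory, 0.66 for activation and inhibitory receptors, 1.01 for cell division and 0.22 for the interferon-γ response. Adjusted p-values were then 0.0855 to 0.171, and the cause was not tested. Under fry, library size, the filter at 50 counts, and each sample left out, these panels stayed past the threshold, except that Th17 had too few genes for the filter at 50 counts. The order of the medians was less stable, since the cytotoxic median was 0.48 and the Th1 median 0.67 with the filter at 50 counts. When each sample was left out in turn, the Th17 median ranged from 0.51 to 1.20. That of the interferon-γ response ranged from 0.14 to 0.28. The type I interferon panel ranged from -0.571 to -0.0892 across the fits that left out one sample (camera adjusted p = 1.24e-05 to 0.867) and passed the threshold in 3 of them, and the cause was not tested.

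The difference in Trbv entropy ranged from -0.0550 to -0.0195 bits when each sample was left out, and without AA sample 2 it reached the smallest exact permutation p of that fit, 0.0286. That of Trav entropy ranged from -0.00369 to 0.0191 bits and reversed without AA sample 1 (-0.00369) and without AA sample 2 (-0.00166), each far inside the spread between samples. The cause was not tested. Of 58 other named genes, 45 kept their direction and side of the threshold under each alternative that tested them, and 13 changed sides under at least 1 and never changed sign. With all samples kept, 6 fits of single genes lost the threshold and 0 gained it. With one sample left out, 38 lost it and 6 gained it. Those losing it included Etohd2, Pycr1, Mrpl27-ps, Ptgdr2, Il4ra, Pdcd1, Bach2 and Actn1, and those gaining it were the interferon genes Oas2, Usp18, Ifit1 and Ifit3.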

Other observations

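Among the tests in this part, those on single genes with a covariate, on variation within groups, on mast-cell genes and on the Th1 score against other lineages were chosen after the results were seen. The other tests were chosen before their own results were seen, but the GC and length offsets were chosen after seeing the data, and their centring within each library was added after a first fit without it. The criterion that a covariate fit decides nothing when its 95% interval includes 50% of the unadjusted change was also added after the values were seen, as was the comparison with random covariates.

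The number of differing genes was compared with other splits of the 8 samples. Only 1 of the 35 splits into 4 and 4, the real one, gave as many genes. The other 34 gave 0 genes, with at most 1463 at an unadjusted p under 0.05 against 3171 in the real split. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many, again the real one, but 8 splits are too few to decide. The remaining 27 splits part 2 or fewer pairs. Technical explanations for the count were tested in turn. After thinning each library to 14207905 counts, 1125 of the 1258 genes were called again. With GC and length offsets 1245 were called again, and without the 50 highest genes 1224 of 1250. Depth, GC content, length and a few dominant genes therefore do not account for most of the calls. Xist was at 418 to 680 CPM in all 8 samples and did not differ (adjusted p = 0.26), so a difference in sex between groups was not seen.

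More cells other than CD4+ T cells in the AA samples could account for part of the differences, and this could not be excluded. The B-cell genes rose and fell together within groups, with a mean correlation of 0.797 between genes, above all 10000 random lists matched on expression, which is consistent with a varying share of B cells. Myeloid genes did so more weakly, at 0.197, above 99.9% of random lists. The 4 erythroid genes had a mean correlation of 0.231, above 88.8% of random lists, so a varying share of red-cell RNA was not shown for them by this test. The genes of CD4 T-cell identity were slightly lower in AA, with a median log2 fold change of -0.09 and scores of 9.15 ± 0.0147 against 9.26 ± 0.0333 (exact permutation p = 0.0286). With the B-cell score as a covariate, 3 of the 1258 genes were called again. The score shares 75.1% of its variance with the group (R² = 0.751), and 20 random covariates with the same correlation with the group left between 1 and 308 genes, with a median of 68. The fit therefore cannot tell B-cell reads from the loss of power. For single genes the interval lay above 50% of the unadjusted change in some cases and not in others. Tbx21 went from 1.22 to 1.76 (95% interval 0.94 to 2.58) and Cxcr3 from 1.21 to 1.24 (0.64 to 1.83), and both intervals lie above it. The fit takes the same slope in both groups, but Tbx21 and the B-cell score had opposite relations in them. Their Pearson correlation was -0.884 in UA and 0.990 in AA (n = 4 each), so the fit does not decide for Tbx21. The log2 fold change of Ciita fell from 1.29 to 0.25 (95% interval -0.28 to 0.78), that of Foxp3, chosen after its values were seen, from 0.60 to 0.29 (0.01 to 0.56), and that of Cxcr5 from 1.05 to 0.53 (0.03 to 1.03). Mki67 went from 1.25 to 1.07 (0.38 to 1.77). The intervals of Ciita, Foxp3, Cxcr5 and Mki67 include 50% of the unadjusted change, so these 4 cannot be told apart from B-cell reads by this test.

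The source of Ifng is a second open question. Cd8a, Cd8b1 and the 3 tested genes of the NK panel rose by a median log2 fold change of 1.01, against 0.72 for the Th1 panel. That median was the value of Fcer1g, while Cd8a rose by 2.38 and Cd8b1 by 0.675, less than the Th1 median. A contribution of CD8 T cells and NK cells to the Th1 panel remains a candidate explanation. Fold changes alone cannot show how much of the rise such cells could supply. Of the 3 NK-panel genes, Fcer1g and Tyrobp are not restricted to NK cells and Ncr1 did not pass the threshold. The NK part is therefore weakly measured. With Cd8a as a covariate, the change of Ifng was -0.037 (95% interval -1.31 to 1.24), while that of Tbx21 was 0.96 (0.37 to 1.55) against 1.22 without it. Both intervals include 50% of the unadjusted change, so neither fit decides. The intervals of Klrg1, 1.501 (0.85 to 2.15) against 1.67 without the covariate, and of Foxp3, 0.67 (0.40 to 0.95) against 0.60, lie above 50% of the unadjusted change, so Cd8a did not account for most of the rise of these genes in this fit. Other cytotoxic genes fell further, Nkg7 from 1.49 to 0.43 (0.05 to 0.82) and, chosen after their values were seen, Gzmb from 2.43 to 0.83 (0.29 to 1.37) and Klrc1 from 2.37 to 0.35 (-0.72 to 1.43). Gzma went from 2.86 to 1.75 (0.45 to 3.05), Cxcr3 from 1.21 to 1.01 (0.59 to 1.43) and Ccl3, also chosen after its values were seen, from 2.23 to 0.24 (-0.64 to 1.13). The intervals of these 6 genes all include 50% of the unadjusted change. Across the 8 samples, deviations of Ifng and Cd8a from their group means had a Pearson correlation of 0.862 (permutation within groups, p = 0.0434, adjusted p = 0.107 over 12 relations) and a Spearman correlation of 0.595 (permutation p = 0.167, adjusted p = 0.286). Without the 2 samples farthest from the median, Pearson's value was -0.466, so the relation rests on those samples.

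A hypothesis was that the AA samples shifted toward Th1 more than toward other helper lineages. The Th1 score minus the mean of the Th2, Th17, Tfh and Treg scores was -0.796 ± 0.144 in UA and -0.659 ± 0.259 in AA, and 2 of 4 AA samples were above the highest UA sample. The difference of 0.137 lay within the spread between samples (exact permutation p = 0.429), and without Ifng, Ccl3, Ccl4 and Ccl5 it was -0.00604 (exact permutation p = 0.943). The scores of all 4 other lineages rose as well, and a preference for Th1 was not detectable with 4 samples per group.

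Mast-cell genes were a signal outside the lists written before the data were examined. Cpa3, Mcpt4, Cma1 and Tpsb2, chosen after their values were seen, had log2 fold changes of 2.17, 2.12, 2.01 and 2.23 (adjusted p = 0.00238, 0.0102, 0.0148 and 0.0323 in edgeR's test), from 1 to 21 counts per UA sample and 9 to 101 per AA sample. A list of mast-cell genes was then written, of which 3 further genes were in the table. Tpsab1, Hdc and Kit summed to 1.54 ± 0.348 CPM in UA and 3.96 ± 1.496 CPM in AA, higher in 4 of 4 AA samples (exact permutation p = 0.0286, the smallest possible). This is consistent with a few more mast cells or their RNA in the AA samples, at a very low level. Of Tpsab1, Hdc and Kit, only Kit passed the threshold alone (adjusted p = 0.0173 in edgeR's test), and Kit is not restricted to mast cells. Hdc did not pass it (adjusted p = 0.0868), and Tpsab1 was not tested. Counts overlapped between the groups for Hdc, at 8 to 17 in UA and 15 to 30 in AA. They also overlapped for Tpsab1, at 0 to 9 and 6 to 26. The sorted cells themselves could not be excluded as the source.

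Genes induced by type I interferon varied among UA samples. The panel score of UA samples 1 to 4 was 5.97, 5.96, 4.16 and 4.804, and that of AA samples 1 to 4 was 5.29, 4.93, 5.11 and 4.76. Ifit1 was at 95.7, 128, 14.2 and 27.4 CPM in UA and at 39.7, 30.9, 37.4 and 22.7 CPM in AA. The 16 genes had a mean correlation of 0.943 within groups, above all 10000 random lists. The labels give no batch, and no explanation was tested.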
